A study of Homo sapiens with 14 samples. Its data were reported in "Human expandable pancreatic progenitor–derived β cells ameliorate diabetes" (2022).

How the data were processed

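RNA sequencing libraries from cells of the MEL1 human embryonic stem cell line were analysed. There were 14 libraries in 9 groups, placed in groups by their sample titles. The groups hPSC (undifferentiated cells), DE (definitive endoderm), PP2 (pancreatic progenitors made by stepwise differentiation) and SC-β (β-like cells made directly from stem cells) had 1 library each and came from batch 1. The groups ePP-P9 and ePP-P21 (expandable pancreatic progenitors, ePPs, at passages 9 and 21) and ePP-β (β-like cells made from ePPs) had 2 libraries each and came from batch 2. The groups DMSO and I-BET151 were pancreatic progenitors kept for 7 days with the solvent or with 1 μM I-BET151, an inhibitor of the BET family of bromodomain proteins. They had 2 libraries each and came from batch 3.

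The authors isolated total RNA with a column kit, made libraries with the NEBNext Ultra kit and sequenced paired ends on an Illumina HiSeq instrument. They aligned the reads to the human genome build GRCh38 with HISAT2, assembled transcripts with StringTie and summed the transcripts of each gene identifier. The deposited values are in TPM, a share of the library corrected for transcript length, with no further scaling between libraries. The annotation release and the use of strand were not stated. For their own tests of differential expression the authors used DESeq2. A test for counts cannot take TPM values, so it was not used here.

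Each library listed 60624 Ensembl gene identifiers, of which 60370 matched the GENCODE release 44 annotation (GRCh38), which supplied symbols and positions. The listed TPM summed to between 908685 and 985497 per library. TPM keeps no record of the number of reads, so the depth of each library is unknown and no counting interval or detection floor is given. The precision rests on the spread between 2 libraries per group. All 37 genes of the mitochondrial genome were listed at 0 in every library, so an exact 0 can be a value that was never estimated and is reported only as listed at 0.

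Genes with at least 1 TPM in at least 2 of the libraries in a fit were kept, and values were transformed as log2(TPM + 1). A fold change on this scale understates the change of genes with low TPM. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend). Only the groups compared entered a fit, which stayed within 1 batch, except in the alternative with all 10 replicated libraries, which joined batches 2 and 3. In the comparison of ePP-β with ePP, the ePP level was the mean of the ePP-P9 and ePP-P21 group means. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change beyond 1 in size. These are the thresholds of the study. All tests were two-sided. ± denotes the SD over the libraries of a group unless SE is stated.

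The titles give the same replicate numbers to each group, and this is where the pairing of libraries comes from. Each fit was therefore also made with the replicate number as a block. Whether the numbers pair the libraries was checked by the correlation, across genes, of the difference between replicate 2 and replicate 1 in the groups compared.

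Lists of the genes that the study follows were written before the data were examined, as were the groups, the tests and the main alternative settings. Not every gene counted in a list is shown singly. For a list, the number of genes with an adjusted p under 0.05 is given with the adjustment over all tested genes and over the list alone. The S-phase list (43 genes) and the G2/M list (54 genes) are those distributed with the Seurat package. They were tested with limma's camera, which compares a list with all other tested genes, at an inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over the 6 tests. PP2 and SC-β had 1 library each in another batch than the ePP and ePP-β libraries. Those comparisons have no test. They give the median log2 difference of a list and its percentile among 10000 random lists matched on mean expression. Beyond the lists, genes were named by a rule set in advance, as up to 5 genes per direction with the largest log2 fold change among those past both thresholds, with a mean of at least 10 TPM in the higher group and no overlap between the groups.

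The code was tested on simulated data that kept the 16687 genes of the DMSO and I-BET151 comparison, with 200 genes changed by 2 log2 units up or down. The simulated noise was taken from what remains of the replicate differences once same-numbered libraries are matched. Without an effect of the replicate number, the fits with and without the block both recovered 100% of the changed genes. With the replicate differences of the real libraries added, the fit without the block recovered 0% and the fit with the block recovered 100%, with 5 false calls. A gain from the block was built into this setting.

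The alternatives were pseudocounts of 0.1 and 0.01, no filter or a filter of 5 TPM, centring each library on its median, quantile normalization, the replicate block, all 10 replicated libraries in a single fit, eBayes without a trend, the adjusted p alone, another inter-gene correlation and leaving out each library in turn. Enrichment of functional terms was not analysed here. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.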

Results

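The transcriptomes of 14 libraries were examined along the path from human pluripotent stem cells (hPSCs) to pancreatic β-like cells. They covered 3 sequencing batches, which separate the single-library stages, the ePP groups and the I-BET151 experiment. Between 14982 and 17578 genes per library reached 1 TPM. Ribosomal protein genes took from 9.78% (SC-β) to 27.9% (DMSO replicate 2) of the listed TPM. In the I-BET151 experiment this share was 20.3% and 16.8% in the replicate 1 libraries of DMSO and I-BET151, and 27.9% and 27.8% in the replicate 2 libraries. Read depth is unknown for these values.

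The stage markers followed the labels. POU5F1 was at 3401 TPM in the hPSC library and at 389 TPM in DE. SOX17 was listed at 0 in hPSC and was at 1140 TPM in DE. PDX1 was listed at 0 in hPSC and DE and was at 251 TPM in PP2. These stages had no replicates, so the differences between them have no replicate check.

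The DMSO and I-BET151 libraries addressed which genes change when pancreatic progenitors are kept with the BET inhibitor for 7 days. Of 16687 tested genes, 1 was higher and 34 were lower in I-BET151 without the replicate block (limma, adjusted p under 0.05, log2 fold change beyond 1 in size). At an unadjusted p under 0.05 there were 2536 genes. Same-numbered libraries deviated together. The difference between replicate 2 and replicate 1 in DMSO correlated with that in I-BET151 at r = 0.675 across genes, which are not independent replicates, and 78.1% of genes differed in the same direction. When the replicate number was included as a block, 828 genes were higher and 1466 were lower, and the median standard error of the log2 fold change was 0.22 against 0.37 without the block. All 35 genes called without the block were also called with it. Among the settings fixed in advance the replicate block moved these counts most, whereas a pseudocount of 0.1 without the block left 0 genes in either direction and 2462 at an unadjusted p under 0.05. The median log2 fold change of all tested genes was 0.16, and the changes below are given without subtracting it.

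**Figure D1:**
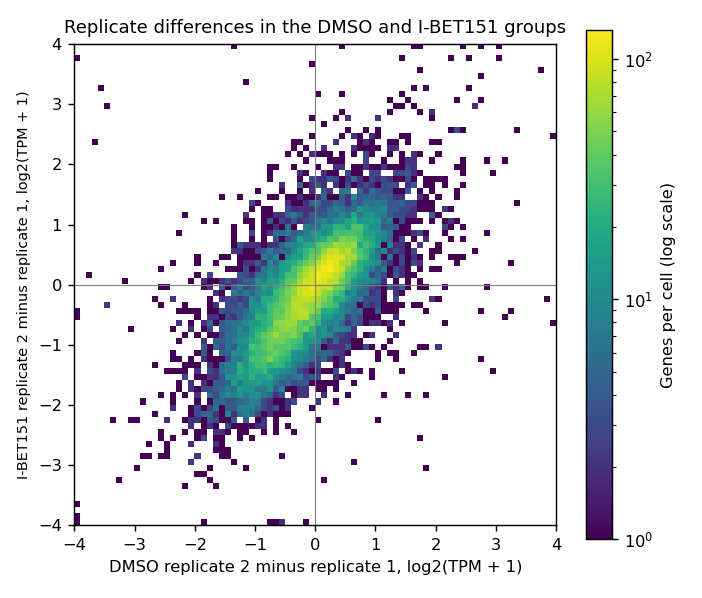
Replicate 2 minus replicate 1 on the log2(TPM + 1) scale in DMSO (horizontal axis) and in I-BET151 (vertical axis), as the number of genes per cell of a grid (colour, log scale) over 16687 tested genes, with differences beyond the axis range drawn at its edge. The cloud lies along the rising diagonal, with r = 0.675 across genes.

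The progenitor genes were considered next. Of the 13 genes on the pancreatic progenitor list, 12 were tested, and PTF1A stayed under 1 TPM in all 4 libraries. In both same-numbered pairs, 10 of the 12 genes were higher and 2 were lower in I-BET151. Without the block, 0 of the 12 genes had an adjusted p under 0.05 over all genes, 1 did over the list alone, and 7 had an unadjusted p under 0.05. The fit with the replicate block gave 10 over all genes (9 higher and 1 lower) and 11 over the list alone. NKX6-1 (ENSG00000163623, chromosome 4, 84491985 to 84499292, protein-coding) rose from 77 ± 36.1 TPM (SD, n = 2) in DMSO to 327 ± 168 TPM (SD, n = 2) in I-BET151. Its log2 fold change was 2.05 with SE 0.54 and adjusted p = 0.184 without the block, and with SE 0.15 and adjusted p = 0.00468 with it. PDX1 (ENSG00000139515, chromosome 13, 27920000 to 27926313) rose from 92 ± 24.9 TPM to 166 ± 45.3 TPM, a log2 fold change of 0.85 with adjusted p = 0.385 without the block and 0.0229 with it. The log2 fold changes of SOX9, ONECUT1 (also named HNF6), FOXA2, GATA4, GATA6 and MNX1 lay between 0.85 and 1.26, and with the block their adjusted p lay between 0.0266 and 0.046. GLIS3 had a log2 fold change of 0.64 and an adjusted p of 0.152 with the block. HNF4A differed between the DMSO libraries (156 and 47 TPM), with a log2 fold change of -0.98 and an adjusted p of 0.542 without the block and 0.0548 with it.

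**Figure D2:**
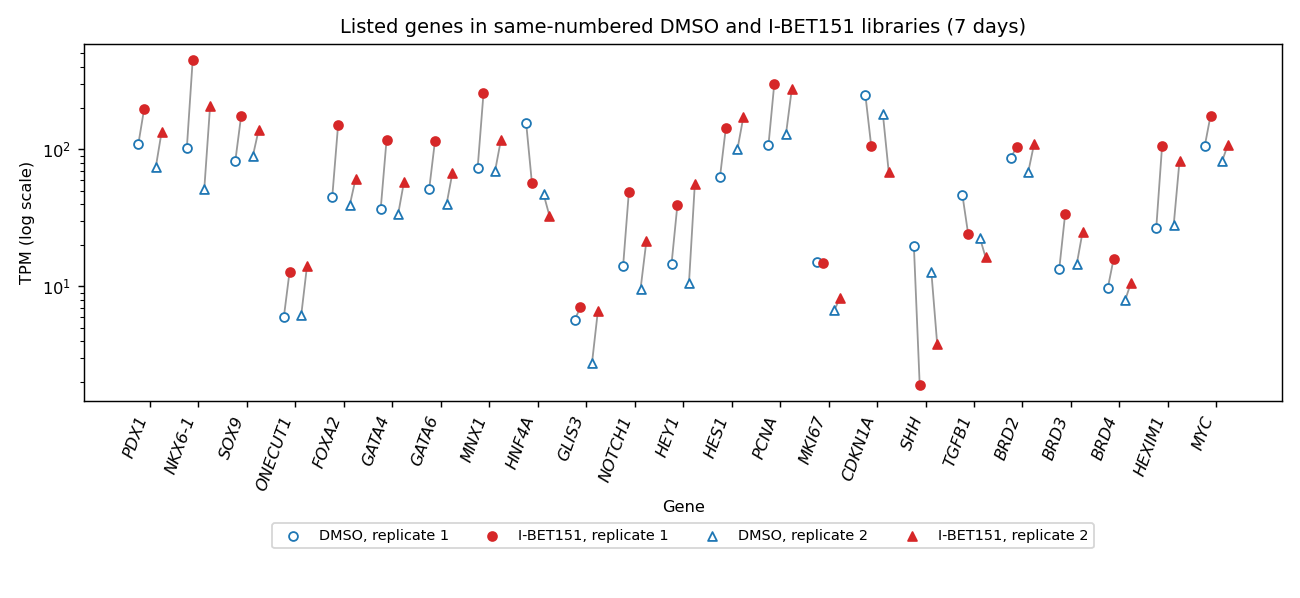
TPM (log axis) of genes from the lists in each library, with lines joining the DMSO library (open blue) to the same-numbered I-BET151 library (red), replicate 1 as circles and replicate 2 as triangles. NKX6-1 rose from 103 to 446 TPM in replicate 1 and from 51.5 to 208 TPM in replicate 2, so the DMSO value of replicate 1 was about double that of replicate 2 while both pairs rose.

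All 3 Notch pathway genes on the list were higher in I-BET151 in both pairs. HEY1 had a log2 fold change of 1.82, NOTCH1 of 1.41 and HES1 of 0.97. Without the block, 0 of the 3 had an adjusted p under 0.05 over all genes and 3 did over the list alone. The replicate block gave 3 over all genes, with adjusted p of 0.0153, 0.0195 and 0.0242 in that order. PCNA, a gene of DNA replication, rose from 118 ± 14.5 TPM to 287 ± 19.8 TPM (SD, n = 2 per group), a log2 fold change of 1.28 with adjusted p = 0.156 without the block and 0.0126 with it. MKI67 had a log2 fold change of 0.12, and its adjusted p was 0.706 with the block. The cell cycle inhibitor CDKN1A fell from 214 ± 46.6 TPM to 87.1 ± 26 TPM, a log2 fold change of -1.30 with adjusted p = 0.211 without the block and 0.0102 with it.

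Of the 8 endocrine precursor genes, only PROX1 and RFX6 passed the filter, and 0 of these 2 had an adjusted p under 0.05 with or without the replicate block, and 0 had an unadjusted p under 0.05. NEUROG3 was at 0.935 TPM in DMSO replicate 1, listed at 0 in DMSO replicate 2, and at 0.154 and 0.107 TPM in I-BET151. NEUROD1 was at 0.106 and 0.0595 TPM in DMSO and at 0.0549 and 0.00806 TPM in I-BET151. A decrease of these genes was therefore not tested with the filter used. The fit with no filter and no block called 0 genes in either direction, with 4535 of 38011 genes at an unadjusted p under 0.05.

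The S-phase list was higher in I-BET151 than the other tested genes, with a mean log2 fold change of 0.67, 42 of 43 genes higher and adjusted p = 1.45e-07 without the block (limma camera). The adjusted p was 5.02e-08 with the replicate block, and 0.000501 without it at an inter-gene correlation of 0.05, the setting that moved it most. The G2/M list had a mean of 0.24 with 40 of 54 genes higher, and it did not stand apart from the other genes, with adjusted p = 0.128 without the block and 0.0712 with the replicate block. Its mean ranged from 0.07 to 0.40 when each library was left out in turn.

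By the rule for the largest changes, the gene higher in I-BET151 was MTATP8P1 (ENSG00000240409, chromosome 1, 633535 to 633741), annotated as an unprocessed pseudogene. It was at 3.06 and 1.25 TPM in DMSO and at 2006 and 1606 TPM in I-BET151, with a log2 fold change of 9.22 and adjusted p = 0.043. It is a nuclear copy of a mitochondrial gene, overlaps MTATP6P1 and is near-identical to its source, so its value is uncertain. With such nuclear copies left out and each library rescaled to the same total, 0 genes were called without the block, and 2535 had an unadjusted p under 0.05. The largest decreases were those of TFF2 (log2 fold change -6.05), LGALS14 (-5.83), CEACAM1 (-5.36), CIDEC (-5.33) and GPA33 (-5.22), each with adjusted p = 0.048. TFF2 (chromosome 21, 42346357 to 42350997) fell from 183 ± 72.5 TPM to 1.68 ± 0.333 TPM, and CEACAM1 (chromosome 19, 42507304 to 42561234) fell from 493 ± 43.9 TPM to 11.7 ± 5.84 TPM (SD, n = 2 per group). The adjusted p of these 5 genes with the replicate block lay between 0.00215 and 0.00362.

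The ePP-P9 and ePP-P21 libraries addressed whether the transcriptome of ePPs is stable over passages. The squared correlation of single ePP-P21 and ePP-P9 libraries across 15822 genes was 0.939 to 0.95 over the 4 pairs, below the 0.963 to 0.965 between the 2 replicates within a group. For the group means, which average 2 libraries each, it was 0.962. The latter was 0.926 with a pseudocount of 0.01, the setting that moved it most. Without the replicate block, 169 genes were higher and 9 were lower in ePP-P21, and with it 64 were higher and 2 were lower. The replicate differences of ePP-P9 and ePP-P21 correlated at r = -0.0093 across genes, so the same-numbered libraries did not deviate together. The median log2 fold change of all tested genes was 0.13. After centring each library on its median the median was -0.07 and 0 genes were called in either direction, with 4176 at an unadjusted p under 0.05. Higher genes made up 94.9% of the calls as deposited and 76.9% of the 13 calls after quantile normalization.

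Among the pancreatic progenitor genes, 0 of 12 tested had an adjusted p under 0.05 between the passages, with and without the replicate block, while 1 did over the list alone and 1 had an unadjusted p under 0.05. After median centring 0 did over all genes and 6 did over the list alone. PDX1 was at 132 ± 1.88 TPM in ePP-P9 and 129 ± 6.9 TPM in ePP-P21 (SD, n = 2 per group), and NKX6-1 at 209 ± 6.1 TPM and 193 ± 24.2 TPM. Both differences were smaller than the SD of ePP-P21 and larger than that of ePP-P9. ONECUT1 had the largest difference of the list, from 12.4 ± 0.078 TPM to 26 ± 5.17 TPM, a log2 fold change of 1.00 with adjusted p = 0.0542. RFX6, an endocrine precursor gene, went from 16.9 ± 0.819 TPM to 30.7 ± 3.93 TPM, with a log2 fold change of 0.82 and adjusted p = 0.053. PROX1, the other tested gene of that list, went from 2.95 ± 0.0934 TPM to 5.23 ± 0.662 TPM, with adjusted p = 0.141. Of these 2 genes, 0 had an adjusted p under 0.05 over all genes and 2 did over the list alone, with and without the replicate block. CDKN1A had a log2 fold change of 0.35 with adjusted p = 0.08. Relative to the other genes, the S-phase list (mean log2 fold change -0.06, adjusted p = 2.29e-05) and the G2/M list (-0.11, adjusted p = 6.19e-08) were lower in ePP-P21. Their adjusted p with the replicate block was 1.71e-05 and 2.93e-08. Leaving out ePP-P21 replicate 1 brought the S-phase mean to 0.03, above 0, and the G2/M mean to -0.02.

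The largest increases in ePP-P21 were those of NEAT1 (log2 fold change 3.62, adjusted p = 0.0426), SEC31B (2.83, 0.0319), MAMDC4 (2.33, 0.0285), GATA6-AS1 (2.09, 0.0201) and HERC2P2 (2.07, 0.0319). The adjusted p of these genes with the replicate block lay between 0.0358 and 0.0473, and after median centring between 0.051 and 0.0648. NEAT1 (ENSG00000245532, chromosome 11, 65422774 to 65445540, a long noncoding RNA) was at 3.01 and 4.23 TPM in ePP-P9 and at 31.5 and 97 TPM in ePP-P21. HERC2P2 is a pseudogene with near-identical copies and GATA6-AS1 is antisense to GATA6, so both values are uncertain. The genes lower in ePP-P21 included a signal recognition particle RNA copy (chromosome 15, 84642487 to 84642763) and RN7SKP131, both members of multicopy families, and FOXP1 (log2 fold change -1.47, adjusted p = 0.0379) and EVA1B (-1.11, 0.0379). When the block was included, the adjusted p of FOXP1 was 0.0588 and that of EVA1B 0.0565.

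The ePPs were then compared with PP2, from which they differ in batch as well as in culture, so group and batch cannot be told apart and no test was made. Across 20582 genes, the mean of the 4 ePP libraries correlated with PP2 at r = 0.876, with DE at 0.848, with hPSC at 0.82 and with SC-β at 0.778. Single ePP libraries ranged from 0.862 to 0.876 with PP2, and a filter of 5 TPM moved the value of the mean most, to 0.817. The median log2 difference of the 12 progenitor genes that passed the filter was 0.21, at the 90.3rd percentile of random lists, and quantile normalization moved it most, to 0.52. Of these genes, 6 lay above PP2 in all 4 ePP libraries, 4 lay below and 2 lay on both sides. NKX6-1 was at 23.5 TPM in PP2 and at 201 ± 17.1 TPM in the ePPs (SD, n = 4), whereas PDX1 was at 251 TPM in PP2 and at 130 ± 4.36 TPM in the ePPs. PTF1A was at 21 TPM in PP2, at 0.0519 and 0.119 TPM in ePP-P9 and listed at 0 in ePP-P21. It did not pass the filter because only the PP2 library reached 1 TPM.

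**Figure D3:**
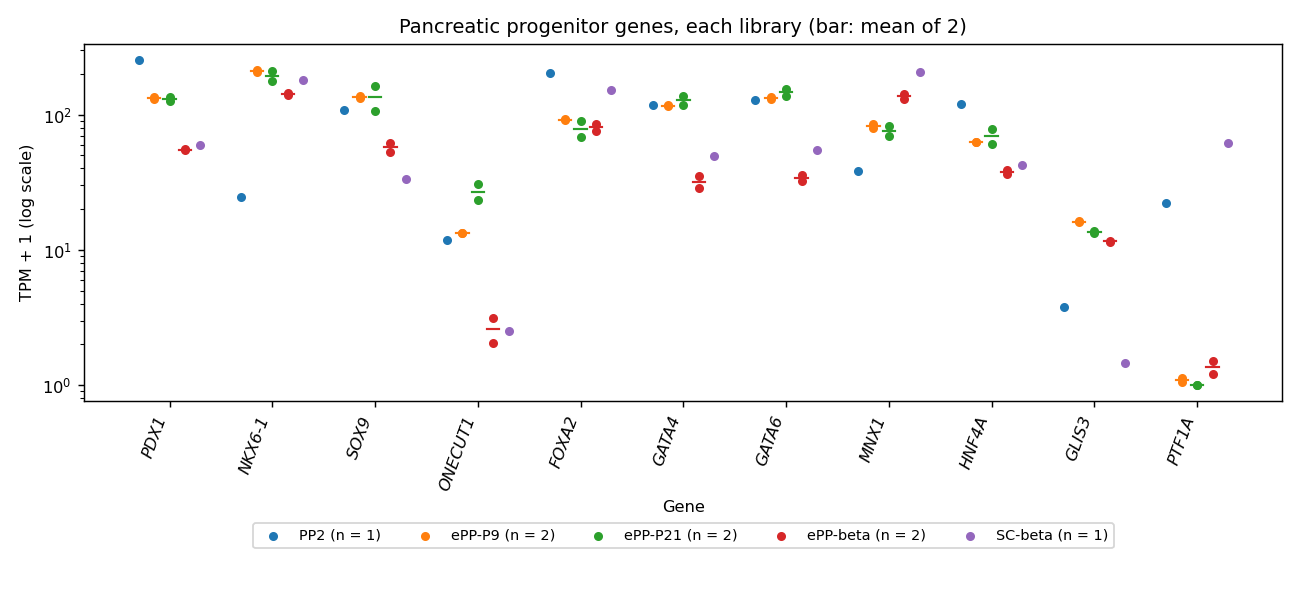
TPM + 1 (log axis) of progenitor genes in each library of PP2, ePP-P9, ePP-P21, ePP-β and SC-β, with bars at the mean of groups with 2 libraries. NKX6-1 is lowest in PP2 at 23.5 TPM, and PTF1A is above 1 TPM only in PP2 (21 TPM) and SC-β (61 TPM).

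The ePP-β libraries addressed what changes when ePPs are differentiated to β-like cells. Of 18076 tested genes, 3237 were higher and 1783 were lower in ePP-β than in ePP without the replicate block, and 3233 were higher and 1799 were lower with it. The replicate differences of the 3 groups correlated at r between -0.004 and 0.0439, so the numbers did not pair the libraries. With the adjusted p alone as the threshold 5276 were higher and 5105 were lower, which was the largest change of the counts. Among the scalings quantile normalization moved them most. It gave 2592 higher and 2866 lower genes, so that higher genes made up 47.5% of the calls against 64.5% as deposited, and it moved the median log2 fold change of all genes from -0.03 to -0.19. The squared correlation across genes was 0.642 to 0.681 over the 8 pairs of single libraries, against 0.951 to 0.971 between replicates within a group, and 0.679 for the group means.

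Of the 21 β cell genes, 20 were tested. All 20 were higher in ePP-β with an adjusted p under 0.05, over all genes and over the list alone, with and without the replicate block. Of these, 19 had a log2 fold change above 1 and the median was 6.41. INS (ENSG00000254647, chromosome 11, 2159779 to 2161221, protein-coding) was at 10916 and 17374 TPM in ePP-β and at 0.0104 TPM or less in every ePP library, with adjusted p = 1.78e-06. INS overlaps the readthrough gene INS-IGF2, between which StringTie divides reads, and INS-IGF2 was at 2554 and 3245 TPM in ePP-β and at 1145 to 1692 TPM in the ePP libraries. SLC30A8 rose to 495 ± 37.9 TPM, PCSK1 to 169 ± 15.4 TPM and ABCC8 to 87.4 ± 19.5 TPM (SD, n = 2), with log2 fold changes of 8.54, 7.35 and 6.44 and adjusted p between 3.33e-06 and 1.14e-05. IAPP was at 0.463 and 0.538 TPM in ePP-β and listed at 0 in the ePPs, so it did not pass the filter. MAFA changed least, from 1.05 ± 0.123 TPM (SD, n = 4) to 1.9 ± 0.213 TPM (SD, n = 2), with a log2 fold change of 0.50 and adjusted p = 0.0273, and after median centring its adjusted p was 0.091.

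Other islet hormones were higher as well. GCG, the glucagon gene (ENSG00000115263, chromosome 2, 162142882 to 162152404), was at 14107 and 13360 TPM in ePP-β and listed at 0 in the ePPs, with adjusted p = 1.06e-07. SST was at 429 ± 54.5 TPM and PPY at 51.6 ± 8.23 TPM in ePP-β (SD, n = 2). By the rule for the largest changes, CHGA (log2 fold change 11.50), GAST (at 1320 and 1423 TPM and listed at 0 in the ePPs) and CRYBA2 (9.99) rose beside GCG and INS. FLT1 (log2 fold change -5.71), IGFBP6 (-5.50), FOS (-4.74), SFRP5 (-4.67) and ID1 (-4.60) fell. FOS varied between the ePP libraries from 14 to 344 TPM, and its SE of 1.14 was the largest among these 10 genes.

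Of the 12 progenitor genes tested, 10 were lower and 2 were higher in ePP-β, and 11 had an adjusted p under 0.05 with and without the replicate block. PDX1 fell from 130 ± 4.36 TPM (SD, n = 4) to 54.2 ± 0.599 TPM (SD, n = 2), a log2 fold change of -1.25 with adjusted p = 3.82e-05. The S-phase list had a mean log2 fold change of -1.17 with 0 of 43 genes higher and adjusted p = 3.56e-12. The G2/M list had a mean of -1.35 with 1 of 54 genes higher and adjusted p = 5.35e-16. The replicate block gave an adjusted p of 5.22e-12 and 4.49e-15.

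The ePP-β libraries were set beside the single SC-β library to ask how alike the 2 kinds of β-like cells are. The batch differs too, and no test was made. Across 20582 genes the ePP-β mean correlated with SC-β at r = 0.867, with PP2 at 0.8, with DE at 0.75 and with hPSC at 0.743. The median log2 difference of the 20 β cell genes was 0.02, at the 36.7th percentile of random lists, and quantile normalization moved it most, to 0.15. Within the list, 10 genes lay above SC-β in both ePP-β libraries, 9 lay below in both and 1 lay on both sides. PCSK1 (log2 difference 3.82) and SLC30A8 (2.76) were farthest above SC-β, and G6PC2 (-4.14) and KCNK3 (-2.94) were farthest below. GCG was at 74281 TPM and INS at 20657 TPM in SC-β, a ratio of GCG to INS of 3.6, against 1.29 and 0.769 in the ePP-β libraries. The paper names its MEL1 line as INS^GFP/W, a genotype with GFP at 1 INS allele. INS may thus be understated against GCG in both kinds of cells. Reads given to INS-IGF2 are not counted in the ratio either.

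**Figure D4:**
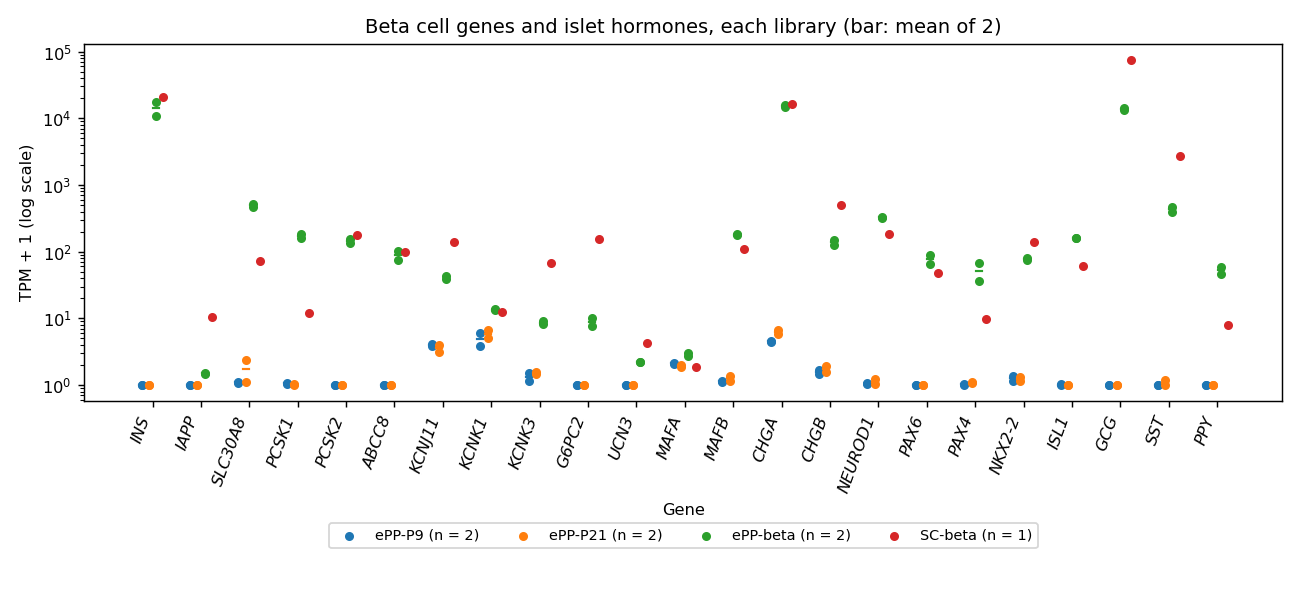
TPM + 1 (log axis) of β cell genes and islet hormones in each library of ePP-P9, ePP-P21, ePP-β and SC-β, with bars at the mean of groups with 2 libraries. INS, CHGA and GCG have the highest values in ePP-β and SC-β, whereas IAPP stays under 1 TPM in ePP-β and reaches 9.62 TPM in SC-β.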

Values the study reported

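The study reported 620 genes up-regulated and 2209 genes down-regulated by I-BET151, at a log2 fold change beyond 1 in size and an FDR under 0.05. For ePPs at passages 21 and 9 it gave a squared correlation of 0.96624. Between ePP-β cells and ePPs it counted 2713 genes as up-regulated and 1400 as down-regulated, and elsewhere it gave the number up-regulated as 2173.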

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

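The choices named here were fixed before the data were examined except where stated otherwise. Where no cause is named, the cause was not tested. For I-BET151 against DMSO, without the replicate block, the counts of 1 higher and 34 lower genes became 0 and 0 with a pseudocount of 0.1, 0 and 0 with 0.01, and 0 and 0 with no filter, with 2462, 2417 and 4535 genes at an unadjusted p under 0.05. Median centring gave 119 lower genes, and quantile normalization 3 higher and 135 lower. The replicate block gave 828 and 1466, and all 10 libraries in a single fit 541 and 1178. Further settings were chosen after seeing the data. The replicate block with median centring gave 624 and 1587, with quantile normalization 810 and 1484, with a pseudocount of 0.1 839 and 1377, and with a transcript length correction 592 and 1704. The length correction without the block gave 134 lower genes. With the nuclear copies of mitochondrial genes removed and each library rescaled to the same total, the counts were 0 and 0, with 2535 genes at an unadjusted p under 0.05. The adjusted p of all 5 named lower genes was 0.048 in the fit as reported, close to the threshold. The removal of the copies and the rescaling were not run apart, so which of them crossed it was not decided. The pancreatic progenitor list had 0 genes past the adjusted threshold as reported, 10 with the block and 8 with all 10 libraries. The Notch list had 0, 3 and 3. On simulated data the unblocked fit recovered 0% of changes of 2 log2 units when the replicate differences of these libraries were present. The shared differences were put into that simulation by design, so it is no independent evidence for the block.

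For ePP-P21 against ePP-P9, the 169 higher and 9 lower genes became 0 and 0 with no filter, 0 and 0 with median centring, 10 and 3 with quantile normalization, 64 and 2 with the replicate block, 0 and 1 with all 10 libraries, 0 and 1 without a trend, and 288 and 21 with the adjusted p alone. A filter of 5 TPM gave 4 lower genes. Of the settings chosen after seeing the data, the block with median centring gave 0 and 0, the block with quantile normalization 0 and 0, and the block with a pseudocount of 0.1 73 and 2. Unadjusted p values under 0.05 were found for 4677, 4176, 1377, 3389, 3936 and 3201 genes in the settings with a count of 0, in the order given. The counts for this comparison therefore depend on the scaling, the filter and the variance model, and the cause was not tested further. For ePP-β against ePP, a filter of 5 TPM gave 2058 higher genes, quantile normalization 2866 lower genes (2868 with the block, chosen after seeing the data), and the adjusted p alone 5276 and 5105. The progenitor list there had 7 genes with all 10 libraries, against 11.

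The squared correlations moved with the treatment of low values. With a pseudocount of 0.01 they were 0.748 (I-BET151 against DMSO), 0.926 (ePP-P21 against ePP-P9) and 0.475 (ePP-β against ePP), and with all genes listed 0.946, 0.985 and 0.875. For ePP-P21 against ePP-P9 the value ranged from 0.95 to 0.957 across the 4 fits that each left out a library, below the 0.962 as reported. The similarity of ePP to PP2 was 0.852 with a pseudocount of 0.1 and 0.817 with a filter of 5 TPM, and that of ePP-β to SC-β 0.839 and 0.804. PP2 and SC-β, respectively, remained the closest of the 4 stage libraries in each of these settings. With quantile normalization the median log2 difference was 0.52 for the progenitor list (ePP against PP2) and 0.15 for the β cell list (ePP-β against SC-β). When either ePP-β library was left out, the latter ranged from 0.0326 to 0.0914 and the similarity of ePP-β to SC-β from 0.858 to 0.866. The 6 set tests kept their direction and their side of the threshold under each alternative with a test.

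Median centring reversed the sign of some small ePP-P21 changes that had no adjusted p under 0.05 before or after. These were GATA4 (-0.0752), GATA6 (-0.06), HNF4A (-0.0664), PCNA (-0.186) and MKI67 (-0.131). Among single genes, 16 of the I-BET151 comparison gained an adjusted p under 0.05 with the block, while 6 lost it with a pseudocount of 0.1. In the ePP-P21 comparison 9 lost it with median centring and 2 with the block, and in the ePP-β comparison 1 lost it with median centring. Counts of genes 2-fold apart without a test ranged over the fits that left out a library from 1000 to 2281 higher and 1522 to 1965 lower (I-BET151), from 600 to 870 and 102 to 142 (ePP-P21), and from 3243 to 3468 and 1787 to 2179 (ePP-β). The sign of the change differed in 12 of 466 such fits over 96 single-gene results. Removing the genes of the mitochondrial genome was not run, since all are listed at 0. The depth is unknown, so its effect on genes with low TPM could not be assessed.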

Other observations

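In this part, the tests of MTATP8P1, of a gain of a chromosome and of the fibroblast genes were chosen only after the result was seen.

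For I-BET151 against DMSO without the replicate block, 1 gene was higher. That is lower than the value quoted from the study above. Without the block, 34 genes were lower. That is lower than the value quoted from the study above. With the block, 1466 genes were lower. That is lower than the value quoted from the study above. With the block, 828 genes were higher. That is higher than the value quoted from the study above. The block with median centring, quantile normalization or a pseudocount of 0.1 gave 624, 810 and 839, which are higher too. The block with a transcript length correction gave 592, and all 10 libraries in a single fit gave 541. Those are lower than the quoted value, so the direction for genes higher in I-BET151 depends on the processing. For ePP-β against ePP, 3237 genes were higher and 1783 were lower. Both are higher than the values quoted from the study above. With quantile normalization 2592 genes were higher, and with a filter of 5 TPM 2058 were. Those are lower than the value given first in the quoted text, so the direction for higher genes depends on the processing.

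What the replicate number stands for in the I-BET151 experiment is open. The replicate 2 libraries of both groups differ from the replicate 1 libraries in the same genes (r = 0.675). Transcript length bias was tested first, with the joined exons of each gene as its length. The replicate difference had a Spearman rho with this length of 0.0092 in DMSO and 0.0268 in I-BET151, so it did not steadily rise or fall with length. A rank correlation can miss other forms of dependence, and the correlation of replicate differences was not recomputed after a length correction. Length was therefore not excluded. Ribosomal protein genes took a larger share in both replicate 2 libraries. Leaving them out and rescaling left the correlation at 0.667, but a correlation across genes hardly responds to such a rescaling, so the role of that share was not decided. Without the block, a correction for length raised the calls from 1 higher and 34 lower genes to 1 and 134. The fit with the block called 2294 genes without the correction, and 592 higher and 1704 lower genes with it. The correction thus raised the unblocked count but left it far below the blocked counts. A different differentiation run or processing day for each replicate number may remain as an explanation, but the labels name no run or day and it was not tested.

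MTATP8P1, a nuclear copy of a mitochondrial gene, was at 2006 and 1606 TPM in I-BET151 against 3.06 and 1.25 TPM in DMSO, and it was the top gene of ePP-β replicate 2 at 36310 TPM, against 3.88 TPM in ePP-β replicate 1. More mitochondrial RNA placed on nuclear copies would raise its neighbours too. The median log2 change of 3 of them (MTND2P28, MTCO1P12 and MTATP6P1, I-BET151 against DMSO) was 0.0069, which goes against a rise of all copies. A further neighbour, MTCO2P12, was at 1.73 and 2.85 TPM in DMSO and at 2.29 and 882 TPM in I-BET151, so it rose in replicate 2 only. An unstable division of reads among overlapping copies predicts large differences between replicates. These reached 7434-fold on the TPM + 1 scale for MTATP8P1 in ePP-β, which is the observation that prompted the test and no independent evidence, and for MTCO2P12 they were 209-fold in ePP-P9 (885 and 3.23 TPM) and 268-fold in I-BET151. For MTATP8P1 itself the replicates differed 1.25-fold in I-BET151 and 1.81-fold in DMSO, so its own increase was alike in both libraries. The sum of the 5 copies rose from 1627 and 1927 TPM in DMSO to 3651 and 4416 TPM in I-BET151, and was 7107 and 41433 TPM in the ePP-β libraries. TPM is corrected for length and MTATP8P1 is shorter than the copy it overlaps, so the sum alone does not count against a changed division. The overlapping MTATP6P1, however, was at 910 and 852 TPM in DMSO and at 843 and 967 TPM in I-BET151, and at 5046 and 3511 TPM in the ePP-β libraries. It did not lose what MTATP8P1 gained, also when weighted by length, which goes against a changed division between these 2 copies. The source of the MTATP8P1 values stays open, and no biological explanation was tested. Because TPM is a share, 36310 TPM for this gene also lowers every other gene of that ePP-β library.

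Genes higher in ePP-P21 outnumbered those lower by 169 to 9. Scaling between libraries was tested by median centring, which left 0 calls in either direction, so the share of higher genes among the calls could not be computed. The named genes moved only slightly past the threshold, to adjusted p between 0.051 and 0.0648. Without a test, 320 genes were 2-fold higher and 132 were 2-fold lower after centring, against 603 and 70 as deposited, and 76.9% of the calls after quantile normalization were higher. Scaling thus made the excess smaller and did not remove it, and how much of it is scaling stays open. A gain of a whole chromosome would shift that chromosome's genes, but the largest departure of a chromosome's median log2 change from that of all genes was 0.0375 over 23 chromosomes. The list of higher genes held nuclear RNAs such as NEAT1. MALAT1, named here after its values were seen, was at 33.8 and 43.3 TPM in ePP-P9 and at 125 and 202 TPM in ePP-P21. For 168 of the 169 higher genes, the mean share of annotated transcripts of the retained-intron type was 18.8%, against 13.5% in random lists matched on expression, at the 99.98th percentile. The pattern fits more nuclear or intron-retaining RNA in the ePP-P21 libraries, which could come from RNA preparation or from the cells. These data do not separate the 2, and genes with more annotated transcripts may also carry more such annotations. Most genes named as the largest increases also differed between ePP-β replicates 1 and 2. SEC31B was at 0.661 and 6.66 TPM and HERC2P2 at 7.13 and 41.2 TPM. GATA6-AS1 was at 4.28 and 17.4 TPM and MAMDC4 at 3.84 and 8.75 TPM. NEAT1, at 13.4 and 10.9 TPM, went the other way. Such genes can thus differ within a group, but the labels give no passage for the ePP-β libraries.

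Fibroblast genes separated the PP2 and SC-β libraries from the ePPs. The median log2 difference to the ePPs over 12 such genes was 4.15 in PP2 and 5.24 in SC-β, with 11 of 12 genes at least 2-fold higher in each. COL3A1 was at 779 TPM in PP2 and 1210 TPM in SC-β, and at 24.7 to 36 TPM in the ePP libraries. If the sequencing batch were the cause, the hPSC and DE libraries of the same batch would be higher than the ePPs as well. Their median differences were 0.17 and 0.0874, with 4 of 12 genes at least 2-fold higher in each. Many of these genes are hardly expressed in hPSC and DE (COL3A1 at 0.0111 and 0.000506 TPM), where a batch effect in proportion to expression would not show. The comparison therefore goes against a signal common to the whole batch, and other batch effects are not ruled out. A candidate explanation is more human mesenchymal or fibroblast-like cells in the PP2 and SC-β cultures than in the ePP cultures. It is written here as a hypothesis from 1 library of each. Differences between ePP-β and SC-β in bulk RNA would then partly reflect cell composition. The study grew ePPs on feeder cells, so those cultures also held other cells. Whether feeder RNA added to the ePP values was not tested.

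Whether the ePPs differ from PP2 in the genes that 7 days of I-BET151 change was asked next, since the ePP medium contains I-BET151. Across 15340 genes the I-BET151 change correlated with the difference between ePP and PP2 at r = 0.148, a weak relation that falls between the values set in advance for a shared and an unshared response. The question stays open.

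GCG exceeded INS in 1 of the 2 ePP-β libraries and in SC-β, where GCG was the top gene at 74281 TPM. The limits given above for the ratio of GCG to INS apply here too. In bulk RNA a GCG level above that of INS cannot show whether single cells carry both hormones, and no explanation was tested. By staining of protein, the paper reports that C-peptide-positive ePP-β cells seldom carried GCG or SST as well. IAPP, which the study names among genes induced in ePP-β cells, stayed at 0.463 and 0.538 TPM there.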
